A study of Mus musculus with 8 samples. Its data were reported in "Endothelial c-Maf prevents MASLD-like liver fibrosis by regulating chromatin accessibility to suppress pathogenic microvascular cell subsets" (2025).

How the data were processed

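ATAC-seq libraries were made from LSECs of control mice (4 libraries) and MafLSEC-KO mice (4 libraries), both 12 weeks old. According to the methods and labels, cells were isolated from digested liver by magnetic selection for CD146, an endothelial surface protein, tagmented with Tn5 transposase and sequenced after size selection of the fragments. Controls were littermates without the Cre transgene, and the Cre driver is a transgene built from Clec4g.

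The authors trimmed the reads with Trimmomatic, aligned them to mm10 with Bowtie2, removed duplicates with Picard, called peaks with MACS2, removed blacklisted regions, merged the peaks of both groups with bedtools 2.30.0, counted reads per merged peak and annotated peaks with HOMER 4.11. The sources used here do not state plainly whether peaks were called per library or per pooled group, and name no shift of read ends for the Tn5 offset, which would move ends by a few bases against a median peak width of 573. Per the labels, DESeq2 1.42.1 and deepTools 3.5.1 were also used. The deposited table holds, for each peak, raw counts per library, the authors' size-factor normalized signal per library and its mean, and the authors' RPKM per library with its sum. It also holds the authors' log2 fold change with its standard error, test score, p-value and adjusted p-value, and the authors' distance of each peak to the nearest transcription start.

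The deposited table lists 58522 peaks whose numbers run to 78026, with a smallest summed RPKM of 48.4. The authors' adjusted p-values imply 65680 tests, so they were adjusted over more peaks than are listed. The columns named for TMM equal the raw counts times 1 factor per library and average to the DESeq2 base mean, so they were read as size-factor normalized counts. The library totals implied by the RPKM columns exceed the sums over listed peaks, which are 94.7% to 97.7% of them. Rows of 68 peaks carry no gene name (0.08% of counts) and entered the tests of peaks but not of genes. All per-sample columns were matched to a sample by name. All peaks lie within the chromosome lengths of GRCm38, the assembly behind mm10, and 85.2% of 7664 promoter peaks lie within 1000 bases of a gene end in its RefSeq annotation.

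Raw counts were analysed with edgeR 4.0.16 (TMM normalization, filterByExpr, quasi-likelihood test) in R 4.3.3, with group as the only term, all 8 libraries, a two-sided test and Benjamini-Hochberg adjustment. A feature was called at an adjusted p under 0.05 with no limit on the fold. The filter left 58268 peaks and removed 254. Counts were also summed over all peaks that the table annotates to a gene, by nearest transcription start (17780 genes, 17745 tested, median 2 peaks per gene), since a gene's sum counts it once. Such a sum mixes peaks that move in different directions, and the nearest gene need not be the regulated one. Values are CPM after TMM, given as mean ± SD. Log2 fold changes are MafLSEC-KO over control with edgeR's standard error.

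Gene lists were tested with camera in limma 3.58.1 (preset correlation 0.01, log2 CPM with a prior count of 2), and again with an estimated correlation and with fry. The 26 lists covered sinusoidal and continuous endothelium, pericentral and periportal zones, profibrotic and homeostatic angiocrine factors, cell cycle, tip cells, AP-1 factors, the MAF family, endothelial transcription factors, Notch, BMP and TGF-beta, VEGF and angiopoietin, basement membrane and matrix, scavenging, immune function, 3 lists from the text of the study, and markers of hepatocytes, macrophages, lymphocytes, stellate cells, cholangiocytes and lymphatic endothelium. Of these, 6 passed with camera, 0 with an estimated correlation (smallest adjusted p = 0.281) and 10 with fry. Lists overlap, so they are not independent of one another. Fisher's exact test compared annotation classes, with a promoter as HOMER annotates it. Consensus motifs were searched on both strands of each peak's mm10 sequence and compared with peaks not called by Mantel-Haenszel tests over quintiles of GC content and width, adjusted over 50 tests.

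The lists, motifs, tests, most alternatives and the rule for named genes were fixed before the data were examined. Named genes were Maf, genes in the text of the study, the 10 gained and 10 lost peaks with the smallest p whose groups did not overlap (1 per gene, predicted genes passed over), and up to 4 members of each list with the smallest p past the threshold. Ly6c1, one of those genes, had no peak to test and is not analysed here. Some of the lost peaks chosen by this rule are not reported here.

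The steps were tested on simulated data drawn from these libraries. Among 58268 simulated peaks, 200 of them changed, edgeR recovered 13.4% of those changed by 1.5-fold, 49.3% by 2-fold and 95.5% by 4-fold, with 4 false calls. Among 17745 simulated gene sums, again with 200 changed, it recovered 40.3%, 82.1% and 100%, with 10 false calls. More features were called in the data, where the adjusted threshold was therefore less strict, and recovery there may differ. A peak or gene that did not pass is still not shown to be unchanged. The simulated gene list was found with 0 false lists, but simulated genes were drawn independently, so correlation between genes was not tested. The stratified motif test gave an odds ratio of 0.998 for a motif tied only to GC content and 2.04 for a planted odds ratio of 2. Nothing was tied to width, and the simulation used the same GC quintiles as the test, so it checks the calculation only.

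Alternatives covered other scalings (RLE size factors, total counts, loess offsets), other filters, DESeq2 1.42.0 and limma-trend, a replicate block, stricter thresholds, autosomes only, each library left out in turn, other promoter and motif definitions, and lists over promoter or distal peaks. Chosen after seeing the data were the log2 total as a covariate, the totals implied by the RPKM columns, leaving out the run around Clec4g, leaving out control replicates 1 and 3, and motif tests without promoter peaks. Replicate pairs of each group differed beyond sampling noise (chi-square over degrees of freedom 2.42 to 9.15). Preparations from 1 animal or pool would differ in this way too, so this does not show that the libraries are separate animals, and each was counted because the labels list it as a sample of its own. Calculations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures matplotlib 3.10.9.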

Results

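Chromatin accessibility was measured by ATAC-seq, in which the Tn5 transposase places sequencing adapters into open DNA, in liver sinusoidal endothelial cells (LSECs), the fenestrated endothelium that lines the hepatic sinusoids. The cells came from 12-week-old control mice and from MafLSEC-KO mice, in which Maf, the gene of the transcription factor c-Maf, was removed with a Cre recombinase driven from Clec4g. Each group held 4 libraries, and 58522 peaks of the mouse genome build mm10 were listed with a read count per library. The total count was 5.37, 8.16, 5.53 and 13.36 M in control replicates 1 to 4 and 6.78, 11.21, 9.74 and 11.61 M in MafLSEC-KO replicates 1 to 4. The mean was 8.11 ± 3.73 M in controls and 9.84 ± 2.19 M in MafLSEC-KO (SD, n = 4 each), a difference within the spread between libraries (log2 difference 0.35, two-sided exact permutation p = 0.314). The labels name 3 mice, fewer than the 4 libraries of a group, and do not say which animals went into which library. Libraries may therefore share animals or pools, n counts libraries and not animals, and p-values measure the spread between libraries, which may be technical.

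The first principal component of log2 CPM over peaks held 42.2% of the variance and placed all 4 control libraries apart from all 4 MafLSEC-KO libraries. The second held 24.0% and followed depth, with a Pearson r of 0.94 against the log2 total count over the 8 libraries (exact permutation p = 0.000942, 0.00283 adjusted over 3 relations) and a Spearman rho of 0.905 (exact permutation p = 0.00456, 0.0109 adjusted). Without the 2 libraries farthest from the median total, r was 0.831. The first component had an r of 0.191 with depth (exact permutation p = 0.633, 0.633 adjusted) and a rho of -0.0714 (exact permutation p = 0.882, 0.882 adjusted), and r was -0.231 without the same 2 libraries. The mean CPM of peaks in LINE repeats that were called in neither direction had an r of -0.885 with depth (exact permutation p = 0.00283, 0.00424 adjusted) and a rho of -0.881 (exact permutation p = 0.00724, 0.0109 adjusted), and r was -0.739 without those 2. Control replicates 1 and 3, the shallowest libraries, lay together on the second component.

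**Figure D1:**
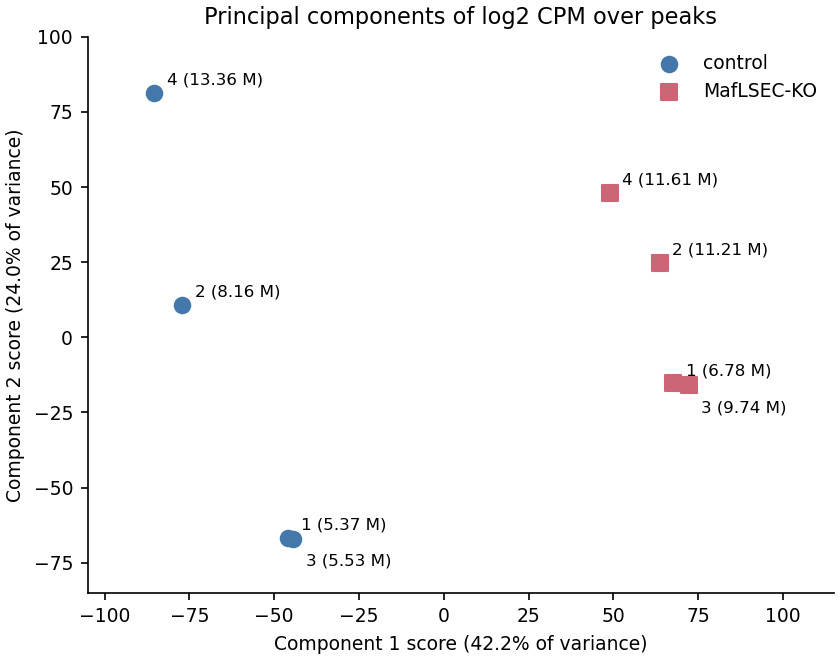
Scores of the 8 libraries on the first and second principal components of log2 CPM over peaks, with the replicate number and total count (M) beside each point (circles, control; squares, MafLSEC-KO). The groups separate along the first axis, and the libraries spread by total count along the second.

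The first question was whether the targeted gene itself carried the change that the labels imply. The promoter peak of Maf (ENSMUSG00000055435) on chromosome 8, from 115706763 to 115708356, fell in MafLSEC-KO from 67.8 ± 10.7 to 13 ± 4.25 CPM (SD, n = 4 each), a log2 fold change of -2.42 (SE 0.188, edgeR adjusted p = 2.37e-07). Its raw counts were 314, 558, 360 and 1088 in control replicates 1 to 4 and 125, 124, 131 and 98 in MafLSEC-KO replicates 1 to 4, so that every library went with its label. In the GENCODE annotation of the same build, Maf lies on the minus strand from 115682942 to 115707794, and the peak covered the starts of both annotated transcripts, 931 bases of 5′ UTR of the longer one, 233 of the other and the first 101 bases of the coding sequence. Of 43 peaks annotated to Maf, 8 fell, 0 rose and 35 did not pass the test.

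The other Maf peaks that fell lay downstream of the promoter. The largest of these falls was at an intergenic peak from 115585610 to 115586267 (log2 -2.21, SE 0.221, adjusted p = 2.49e-06), followed by peaks from 115681526 to 115681873 (log2 -1.49, SE 0.292) and from 115582043 to 115582525 (log2 -1.15, SE 0.238). Summed over its 43 peaks, Maf had 675 ± 123 CPM in controls and 533 ± 27.6 CPM in MafLSEC-KO (SD, n = 4 each; log2 -0.34, SE 0.107, adjusted p = 0.0604), which did not pass the threshold. The sum passed in 9 of 23 other settings, among them DESeq2 (adjusted p = 0.0419) and without control replicate 1, 3 or 4 (0.0315, 0.0410 and 0.0372). The ends of the deleted part of Maf are not given in the sources used here, and a deleted segment yields no reads whatever its accessibility, so that loss of DNA and loss of accessibility cannot be separated at the promoter peak.

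**Figure D2:**
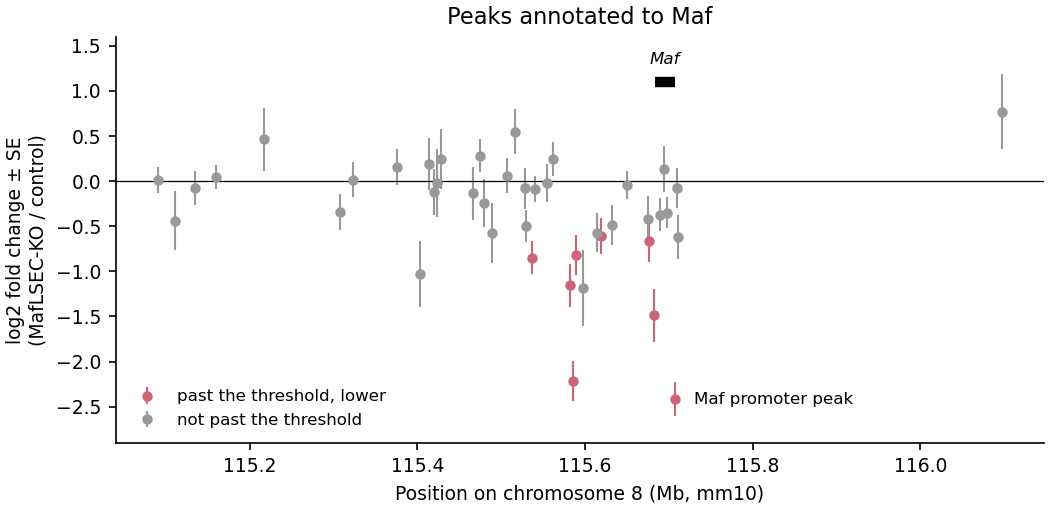
Log2 fold change (MafLSEC-KO over control, n = 4 each) of the 43 peaks annotated to Maf against their position on chromosome 8 in megabases, with bars of 1 SE. Red points passed the threshold and were lower, grey points did not pass, and the black bar is the Maf gene. The promoter peak had the largest fall, at -2.42.

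The second question was how widely accessibility differed once Maf was missing. Of 58268 tested peaks, 5229 (8.97%) rose and 3761 (6.45%) fell in MafLSEC-KO (edgeR, adjusted p under 0.05), with a median log2 fold change of 0.95 among gained and -0.91 among lost peaks. The groups did not overlap at 7825 of the 8990 called peaks, and at 19.4% of all tested peaks, where chance gives 2.86%. Gained peaks lay at 3379 genes and lost peaks at 2508 genes. When control replicates 1 and 3 were left out, a choice made after seeing the data, 6826 peaks rose and 5585 fell. Leaving out control replicate 2 gave 3349 gained and 2627 lost peaks, and leaving out MafLSEC-KO replicate 2 gave 3581 and 2487.

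Among the 10 gained peaks with the smallest p at separate genes, that of Ssu2 rose most, from 7.21 ± 1.64 to 81.7 ± 17.3 CPM (SD, n = 4 each; log2 3.55, SE 0.191, adjusted p = 1.93e-09). It was intergenic, on chromosome 6 from 112401791 to 112402736. Intergenic peaks nearest to Cavin3, which encodes a caveolar coat protein (log2 3.06, SE 0.238), Clvs1 (log2 2.31, SE 0.173), Lyplal1 (log2 2.24, SE 0.164) and Atp6ap1l (log2 2.3, SE 0.158) were also among them. The other 5, annotated to Fcor, Cd209a, Trappc5, Fcer2a and Clec4g, all lay in 1 run of gained peaks on chromosome 8 that is described with its own values.

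Among the lost peaks chosen in the same way, an intergenic peak nearest to Caap1 on chromosome 4, from 94385517 to 94386232, fell from 37.1 ± 6.25 to 4.93 ± 0.784 CPM (SD, n = 4 each; log2 -2.91, SE 0.182, adjusted p = 1.94e-08). A peak in intron 2 of Sema3d, a class 3 semaphorin, on chromosome 5 from 12455073 to 12455722, fell from 33.8 ± 3.57 to 7.50 ± 1.01 CPM (log2 -2.16, SE 0.161). Besides the Maf promoter peak, intergenic peaks nearest to Unc5a, Eno1b and Sucla2 and an intronic peak nearest to Akap2 were also among them. Their log2 fold changes lay between -2.80 and -2.19.

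Changed peaks were scarce at promoters. Promoters held 8.13% of gained peaks against 13.8% of all other tested peaks (odds ratio 0.552, 95% interval 0.497 to 0.612, adjusted p = 1.12e-33) and 3.4% of lost peaks against 14.0% (odds ratio 0.217, 0.180 to 0.259, adjusted p = 2.40e-100). Gained peaks were more often at promoters than lost peaks (odds ratio 2.51, 2.05 to 3.10, adjusted p = 9.24e-21). Intergenic peaks made up 40.4% of gained and 42.1% of lost peaks against 35.2% of the others in each comparison (odds ratios 1.25 and 1.34, adjusted p = 1.88e-13 and 5.99e-17), and these shares did not differ between gained and lost peaks past the threshold (adjusted p = 0.116). Gene bodies held 51.5% of gained peaks against 51.0% (odds ratio 1.02, adjusted p = 0.514) and 54.5% of lost peaks against 50.8% (odds ratio 1.16, adjusted p = 2.03e-05). These are Fisher's exact tests across peaks, which are not independent replicates, so they describe these peak sets.

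To compare genes, the counts of all peaks annotated to a gene were summed. Of 17745 tested genes, 1002 rose and 718 fell in MafLSEC-KO (edgeR, adjusted p under 0.05). Of the 63 named genes, 46 passed, a share set in part by the choice, since list members were named only once past the threshold. Of the 30 measured genes named in the text of the study, which needed no such pass, 5 rose and 8 fell. At 44 of the 46 genes every MafLSEC-KO library lay on the same side of every control library. The exceptions were Lyve1 and Itga9. The counts of genes depended on single libraries, with 502 higher and 413 lower without control replicate 2, 521 and 401 without MafLSEC-KO replicate 2, 612 and 443 without MafLSEC-KO replicate 1, 602 and 461 without MafLSEC-KO replicate 3, and 1356 lower without control replicate 4. With control replicates 1 and 3 both left out, 1626 genes rose and 1290 fell.

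Among marker genes of sinusoidal endothelium, more fell than rose, although most did not pass. Dnase1l3, which encodes a secreted nuclease that clears chromatin, fell from 141 ± 28.1 to 72.7 ± 5.93 CPM (SD, n = 4 each; log2 -0.96, SE 0.132, adjusted p = 0.000538). Fcgr2b, the inhibitory Fc gamma receptor (log2 -0.88, SE 0.128), Stab2, a hyaluronan scavenger receptor (log2 -0.65, SE 0.115), and Lyve1, a hyaluronan receptor (log2 -0.72, SE 0.204, adjusted p = 0.0395), fell as well. Of 22 measured members, 7 fell, 2 rose and 13 did not pass, with 10 lower and 2 higher when adjusted over the list alone (camera adjusted p = 0.00403). The 2 that rose were Clec4g (log2 1.68, SE 0.120), which lies in the run on chromosome 8, and the T cell co-receptor gene Cd4, measured by 1 intronic peak that rose from 4.42 ± 1.31 to 16.0 ± 2.37 CPM (log2 1.89, SE 0.226). The list's call was lost with an estimated correlation (adjusted p = 0.536), with fry (0.174) and without control replicate 4 (0.0663). The Lyve1 call was lost without control replicate 2 (adjusted p = 0.0782) or MafLSEC-KO replicate 1, 2 or 3 (up to 0.122).

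Some scavenging and homeostatic angiocrine genes fell, and none rose. Among genes of endocytosis and scavenging, Colec12, a scavenger receptor with a collagen-like stalk, fell from 36.7 ± 3.43 to 16.3 ± 2.58 CPM (SD, n = 4 each; log2 -1.17, SE 0.144, adjusted p = 0.00026), and the macrophage scavenger receptor gene Msr1 fell too (log2 -0.53, SE 0.0959). With Fcgr2b and Stab2, 4 of 20 measured members fell, 0 rose and 16 did not pass, and 5 were lower when adjusted over the list alone (camera adjusted p = 0.00262, but adjusted p = 0.292 with an estimated correlation). Among angiocrine factors of normal LSECs, Wnt2, a Wnt ligand of the pericentral zone, fell from 232 ± 14.4 to 141 ± 9 CPM (log2 -0.72, SE 0.083, adjusted p = 0.000163), and the growth arrest factor Gas6 from 75.0 ± 12.0 to 46.9 ± 1.57 CPM (log2 -0.68, SE 0.118). The hepatocyte growth factor gene Hgf fell from 372 ± 31.8 to 284 ± 8.65 CPM (log2 -0.39, SE 0.0786) and the Wnt enhancer Rspo3 from 63.6 ± 12.2 to 44.5 ± 3.35 CPM (log2 -0.51, SE 0.134, adjusted p = 0.0289). Of 13 measured members, 4 fell, 0 rose and 9 did not pass, and 7 were lower when adjusted over the list alone (camera adjusted p = 0.00262, 0.281 with an estimated correlation). Bmp2 (log2 -0.24, adjusted p = 0.179) and Wnt9b (log2 -0.53, adjusted p = 0.0624) were among those that did not pass, but Bmp2 passed without control replicate 3 (0.0272) and Wnt9b without control replicate 1 (0.0434) or MafLSEC-KO replicate 4 (0.0460). The Rspo3 call was lost without control replicate 1 or 3 or MafLSEC-KO replicate 1, 2 or 4 (adjusted p up to 0.0907), and the angiocrine list's call was lost when only promoter peaks were summed (adjusted p = 0.158).

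Some genes of continuous endothelium rose. Cd34, a sialomucin of capillary endothelium and progenitors, rose from 35.2 ± 5.77 to 81.6 ± 10.5 CPM (SD, n = 4 each; log2 1.22, SE 0.134, adjusted p = 0.00012). The apelin receptor gene Aplnr rose from 106 ± 9.49 to 217 ± 28.7 CPM (log2 1.03, SE 0.106) and the tetraspanin gene Cd9 from 152 ± 20.9 to 212 ± 8.52 CPM (log2 0.48, SE 0.0991), whereas the tight junction gene Cldn5 fell from 242 ± 25.4 to 180 ± 8.04 CPM (log2 -0.43, SE 0.0882). Of 18 measured members, 3 rose, 1 fell and 14 did not pass, with the same numbers when adjusted over the list alone, and the list did not pass (camera adjusted p = 0.150, 0.536 with an estimated correlation). Emcn (log2 -0.04), Pecam1 (log2 0.13) and Podxl (log2 0.22) did not pass, although Podxl did without control replicate 4 (adjusted p = 0.0252).

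Some tip cell genes, which mark the leading cell of a vascular sprout, rose. The insulin-like growth factor binding protein gene Igfbp3 rose from 11.5 ± 4.66 to 41.0 ± 4.91 CPM (SD, n = 4 each; log2 1.88, SE 0.235, adjusted p = 0.00029) and the platelet-derived growth factor gene Pdgfb from 30.6 ± 5.95 to 53.1 ± 4.14 CPM (log2 0.79, SE 0.138). The placental growth factor gene Pgf rose from 17.5 ± 0.914 to 26.2 ± 1.27 CPM (log2 0.58, SE 0.122). These were the 3 of 18 measured members that rose, 0 fell and 15 did not pass, with the same numbers when adjusted over the list alone (camera adjusted p = 0.00779, 0.281 with an estimated correlation). The call was lost with control replicates 1 and 3 both left out (adjusted p = 0.116).

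Of 13 measured profibrotic angiocrine genes, 3 rose, 0 fell and 10 did not pass. They were Pdgfb, the endothelin gene Edn1 (53.7 ± 7.15 to 76.3 ± 7.52 CPM, log2 0.51, SE 0.117, adjusted p = 0.0135) and Flrt2, a leucine-rich repeat transmembrane protein gene (121 ± 27.7 to 178 ± 17.2 CPM, SD, n = 4 each; log2 0.57, SE 0.142, adjusted p = 0.0231). When adjusted over the list alone 7 rose and 0 fell, while the list did not pass (camera adjusted p = 0.0512, 0.433 with an estimated correlation). The promoter peak of Flrt2 rose more than its sum (log2 1.77, SE 0.220). Igfbp5 (log2 0.37, adjusted p = 0.138) and Cxcl12 (log2 0.44, adjusted p = 0.123) did not pass. Cxcl12 did without control replicate 3 (0.0382), Igfbp5 with control replicates 1 and 3 both left out (0.03695), and both with the log2 total as a covariate (0.02403 for Igfbp5, 0.01985 for Cxcl12). Esm1 (log2 -0.19, adjusted p = 0.327) and Sparcl1 (log2 -0.12, adjusted p = 0.571) leaned lower and did not pass. An intronic peak of Sparcl1 fell (log2 -1.11, SE 0.188, adjusted p = 0.000453). The calls of Edn1 and Flrt2 were lost without control replicate 2 (adjusted p = 0.0601 and 0.0912), and that of Flrt2 also without MafLSEC-KO replicate 1, 2 or 3 (up to 0.0836). The list passed with fry (adjusted p = 0.0310), with only promoter peaks summed (3.74e-05) and without control replicate 3 or MafLSEC-KO replicate 2 or 4 (0.0173, 0.0487 and 0.0441). It also passed without the run around Clec4g (0.0461), with the log2 total as a covariate (0.0369) and with control replicates 1 and 3 both left out (0.0233).

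Proliferation genes that passed were all higher. Rrm2, a subunit of ribonucleotide reductase, rose from 3.50 ± 0.625 to 8.50 ± 1.13 CPM (SD, n = 4 each; log2 1.29, SE 0.229, adjusted p = 0.00313). It was measured by 1 intergenic peak, 38830 bases from its transcription start. The mitotic kinase gene Plk1 rose from 19.4 ± 2.58 to 31.4 ± 1.59 CPM (log2 0.71, SE 0.131). Mki67, the gene of the Ki-67 antigen, rose from 117 ± 17.0 to 158 ± 3.21 CPM (log2 0.44, SE 0.105) and the cyclin gene Ccnd1 from 184 ± 20.5 to 236 ± 15.8 CPM (log2 0.36, SE 0.093). They were 4 of 32 measured members, with 0 lower and 28 not past, and 4 and 0 when adjusted over the list alone. The list did not pass (camera adjusted p = 0.0832, 0.281 with an estimated correlation), but it did with fry (0.00509) and without MafLSEC-KO replicate 3 (0.0407). Mki67 lost its call without control replicate 2 or MafLSEC-KO replicate 1, 2 or 3 (adjusted p up to 0.0613). Ccnd1 lost it without any single library other than control replicate 4 (up to 0.143).

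Zonation genes went both ways. Of 16 measured periportal, portal vein and arterial genes, 2 rose, Msr1 fell and 13 did not pass. Those that rose were the semaphorin gene Sema3g (32.6 ± 4.83 to 49.4 ± 6.23 CPM, log2 0.60, SE 0.134) and the connexin gene Gja5 (11.2 ± 1.92 to 16.7 ± 1.51 CPM, SD, n = 4 each; log2 0.58, SE 0.166). Gja5 was measured by 1 intergenic peak. Adjusted over the list alone, 4 were higher and 1 lower. The list passed (camera adjusted p = 0.0296, 0.325 with an estimated correlation). Of 13 measured pericentral and central vein genes, 3 fell, Wnt2, Rspo3 and Dkk3, a Dickkopf family gene (95.8 ± 25.6 to 45.4 ± 8.26 CPM, log2 -1.08, SE 0.177, adjusted p = 0.0018), and the LIM homeobox gene Lhx6 rose (19.3 ± 3.29 to 29.5 ± 2.90 CPM, log2 0.60, SE 0.146). Here 9 did not pass, 5 were lower and 1 higher when adjusted over the list alone, and the list did not pass (camera adjusted p = 0.135, 0.630 with an estimated correlation). The pericentral list did pass with the log2 total as a covariate (0.0369). The periportal call was lost without control replicate 4 (adjusted p = 0.0663) and with only promoter peaks summed (0.610). Gja5 lost its call without any single library other than control replicates 3 and 4 (adjusted p up to 0.133), Sema3g without control replicate 2 (0.0625) or MafLSEC-KO replicate 2 (0.0608), and Lhx6 without control replicate 2 or MafLSEC-KO replicate 2, 3 or 4 (up to 0.077).

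**Figure D3:**
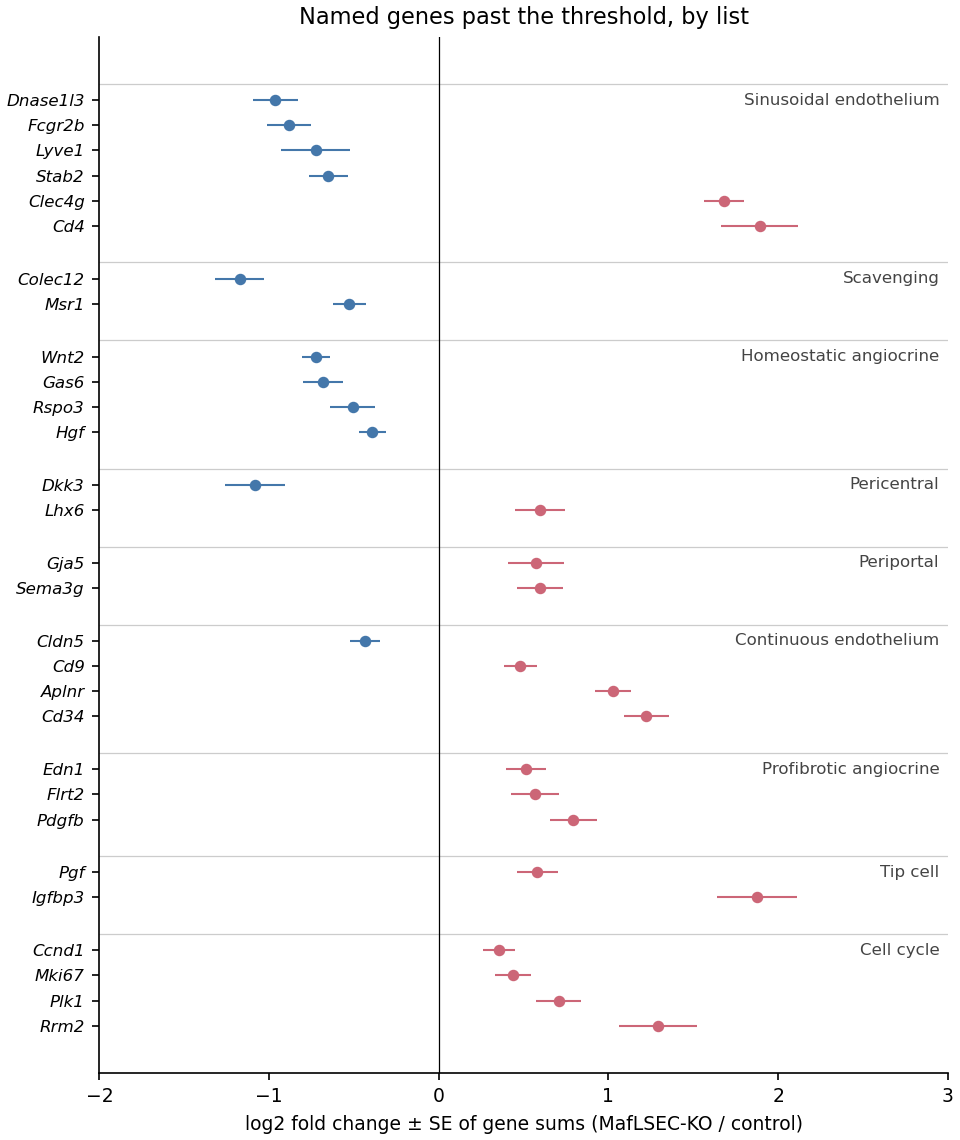
Log2 fold change of gene sums (MafLSEC-KO over control, n = 4 each) with bars of 1 SE for named genes past the threshold in 9 lists, each gene drawn under the first of its lists (red, higher; blue, lower). The sinusoidal, scavenging and homeostatic angiocrine genes drawn lie below 0 except Clec4g and Cd4, and the tip cell, profibrotic and cell cycle genes drawn lie above 0.

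The lists that the study chose from these same libraries are not independent evidence of their direction. Of the 6 measured genes named as activated by c-Maf, 5 fell, Wnt2, Dnase1l3, Stab2, Lyve1 and Aass, an enzyme of lysine breakdown (59.0 ± 2.86 to 35.4 ± 4.80 CPM, SD, n = 4 each; log2 -0.73, SE 0.115, adjusted p = 0.00146), and Enpp6 did not pass (log2 -0.21, adjusted p = 0.196). All 6 were lower when adjusted over the list alone (camera adjusted p = 6.09e-05, 0.281 with an estimated correlation). Of the 3 named as repressed by c-Maf, 0 passed by edgeR over all genes or over the list alone, Nid2 (log2 -0.04), Samd4 (log2 0.06) and Mindy4 (log2 0.09; list camera adjusted p = 0.779). Single peaks did change, in introns of Samd4 (log2 1.83, SE 0.206) and Nid2 (log2 -1.19, SE 0.222) and in an intergenic peak nearest to Mindy4 (log2 1.08, SE 0.230). Of 30 measured genes named in the text of the study, 8 fell, 5 rose and 17 did not pass, with 10 lower and 8 higher when adjusted over the list alone (camera adjusted p = 0.445).

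Transcription factor and pathway lists held few changes. Of 45 endothelial transcription factor genes, the myocyte enhancer factor gene Mef2c (304 ± 19.9 to 392 ± 16.8 CPM, SD, n = 4 each; log2 0.37, SE 0.0744, adjusted p = 0.0066) and Myc (log2 0.38, SE 0.105, adjusted p = 0.0377) rose and 43 did not pass, with 1 higher and 0 lower when adjusted over the list alone (camera adjusted p = 0.445). Among BMP and TGF-beta genes, Ltbp1, a TGF-beta binding protein gene (49.1 ± 8.87 to 87.5 ± 5.74 CPM, log2 0.84, SE 0.123), and the inhibitory Smad7 (log2 0.34, SE 0.1, adjusted p = 0.0465) rose out of 24, with 1 higher when adjusted over the list alone (camera adjusted p = 0.845). Aplnr was the 1 of 17 VEGF and angiopoietin genes that rose, over all genes and over the list alone (camera adjusted p = 0.391), and the fibrillin gene Fbn1 (log2 0.40, SE 0.0952, adjusted p = 0.0181) the 1 of 23 basement membrane and matrix genes, again with each adjustment (camera adjusted p = 0.150, but 0.0485 without control replicate 4). Of 29 immune function genes, the DNA sensor gene Tlr9 rose (log2 0.47, SE 0.105) and Nlrc5, an activator of MHC class I genes, fell (log2 -0.62, SE 0.168), likewise over the list alone (camera adjusted p = 0.779). Several of these calls depended on single libraries. Smad7 lost its call without any single library other than control replicate 4 (adjusted p up to 0.184), and Myc without any other than control replicates 3 and 4 (up to 0.138). Nlrc5 lost it without control replicate 2 or MafLSEC-KO replicate 1, 2 or 3 (up to 0.103), Fbn1 without control replicate 2 or MafLSEC-KO replicate 2 or 4 (up to 0.0916) and Tlr9 without control replicate 2 (0.0518).

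By edgeR, 0 members passed over all genes or over the list alone among 11 FOS, JUN and related AP-1 factor genes (median log2 -0.10, camera adjusted p = 0.408), 11 MAF family and partner genes (median 0.02, 0.712) and 16 Notch genes (median 0.10, 0.391).

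No marker list of other liver cells passed with camera, but 3 did with fry, hepatocyte genes lower (adjusted p = 0.0250), lymphocyte genes higher (0.0116) and lymphatic endothelium genes lower (0.00398). Of 14 measured hepatocyte genes 0 passed, over all genes or over the list alone (edgeR, median log2 -0.25, camera adjusted p = 0.170). Of 16 macrophage genes the complement gene C1qa fell, from 6.49 ± 1.45 to 2.24 ± 0.992 CPM (SD, n = 4 each; log2 -1.58, SE 0.343), also over the list alone (camera adjusted p = 0.408). Of 11 lymphocyte genes the B cell factor gene Ebf1 rose from 56.2 ± 19.3 to 144 ± 9.02 CPM (log2 1.38, SE 0.191) and the T cell factor gene Bcl11b rose (log2 0.84, SE 0.181), with 3 higher and 2 lower over the list alone (camera adjusted p = 0.391). Of 14 stellate cell and fibroblast genes the collagen gene Col1a2 fell (log2 -0.91, SE 0.193), with 2 higher and 2 lower over the list alone (camera adjusted p = 0.755). Of 7 cholangiocyte genes the chloride channel gene Cftr rose (log2 0.72, SE 0.199) and the epithelial factor gene Elf3 fell (log2 -0.85, SE 0.195), as over the list alone (camera adjusted p = 0.930). Of 11 lymphatic endothelium genes Sema3d, from 173 ± 18.8 to 66.1 ± 2.34 CPM (log2 -1.39, SE 0.0975, adjusted p = 5.54e-06), Itga9 (log2 -0.47, SE 0.120) and Lyve1 fell and Mmrn1 rose (log2 1.53, SE 0.405), with the same numbers over the list alone (camera adjusted p = 0.135, but 0.00249 with only promoter peaks summed). The calls of Bcl11b, Elf3, Cftr, Itga9 and Mmrn1 ended without 1, 1, 6, 4 and 3 of the 8 libraries in turn, with adjusted p up to 0.0577 for Bcl11b (without MafLSEC-KO replicate 2), 0.0549 for Elf3 (without MafLSEC-KO replicate 3), 0.129 for Cftr and 0.0849 for Itga9 (each without MafLSEC-KO replicate 1) and 0.101 for Mmrn1 (without MafLSEC-KO replicate 3).

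The third question was which DNA sequences the changed peaks contained. The MAF half-site WWNTGCTGA was found in 27.3% of lost peaks against 11.1% of peaks not called (odds ratio 2.69, adjusted p = 8.37e-138) and in 11.1% of gained peaks, the share of peaks not called, which was lower than in peaks of equal GC content and width (odds ratio 0.820, adjusted p = 0.000104). The longer MAF recognition element TGCTGASTCA lay in 2.23% of lost peaks against 1.06% (odds ratio 1.92, adjusted p = 9.97e-08). In gained peaks, the AP-1 site TGASTCA, bound by FOS and JUN dimers, was found in 32.7% against 13.7% (odds ratio 2.61, adjusted p = 2.49e-197), with an odds ratio of 0.992 in lost peaks (adjusted p = 0.9). Sites of SOX factors (odds ratio 2.56), MEF2 (2.03), NF-κB (1.46), GATA (1.34) and TEAD (1.27) were also enriched in gained peaks, and STAT sites in lost peaks (1.84). The odds ratios come from Mantel-Haenszel tests stratified on GC content and width, in which 17 of 50 tests of 25 motifs passed, and they describe these peak sets because peaks are not replicates.

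Some sites were scarce in changed peaks. CTCF sites, which mark insulators, lay in 1.2% of gained peaks (odds ratio 0.158, adjusted p = 1.39e-61) and 5.08% of lost peaks (odds ratio 0.607, adjusted p = 1.74e-10) against 7.23% of peaks not called. Few calls do not mean no shift. The 3818 tested peaks with a CTCF site had a median log2 fold change of -0.143, against 0.0077 in peaks without one, a difference that was not tested. Sites of IRF (odds ratio 0.502) and ETS factors (0.716) were depleted in gained peaks, KLF sites (0.524) in lost peaks, and the BMP-type SMAD site in both (0.748 and 0.816). The depletion of the MAF half-site in gained peaks was lost among the 1000 peaks with the smallest p and without stratification, and that of the SMAD site in lost peaks when only the central 200 bases were searched or promoter peaks were left out.

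**Figure D4:**
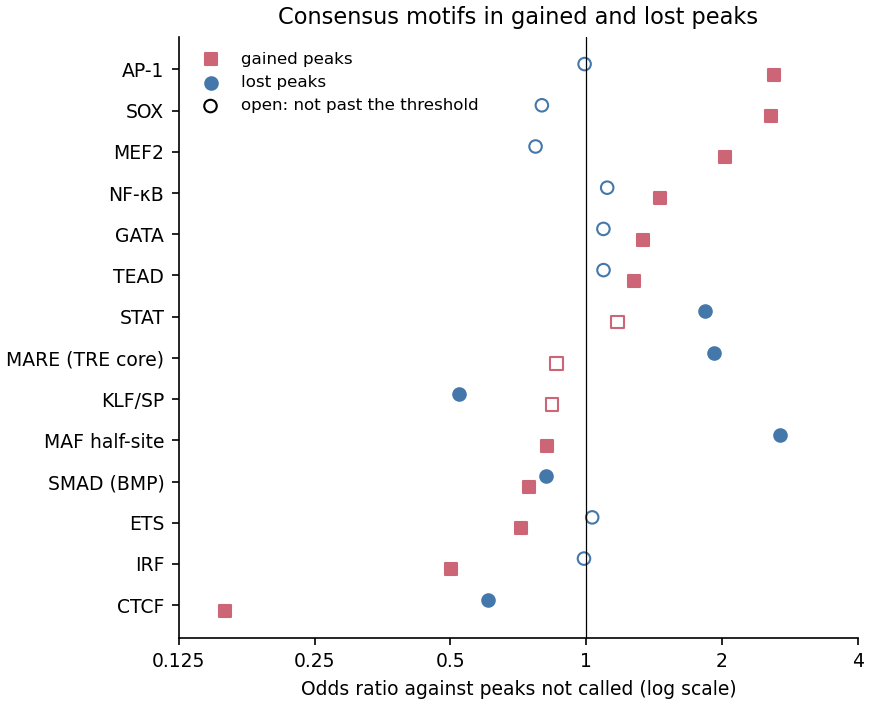
Odds ratio, on a log scale, of finding a consensus motif in gained (squares) and lost (circles) peaks against peaks not called, stratified on GC content and width, for the motifs past the threshold in at least 1 direction. Filled symbols passed. The MAF half-site is at 2.69 in lost peaks and the AP-1 site at 2.61 in gained peaks.

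The longest run of gained peaks surrounded Clec4g, the gene whose promoter drives the Cre recombinase. On chromosome 8 from 3642493 to 3814135, a span of 172 kb, 25 consecutive peaks rose (median log2 2.71, SD 0.56, range 1.22 to 3.21). The peaks were annotated to Stxbp2, Retn, Mcemp1, Fcor, Trappc5, Fcer2a, Clec4g, Cd209a and Rprl3, and summed to 342 ± 23.4 CPM in controls and 1784 ± 277 CPM in MafLSEC-KO (SD, n = 4 each), a 5.22-fold difference. The 10 peaks on either side had a median log2 fold change of 0.02 and -0.07, and 3 of them passed, at Pnpla6 to the left (log2 0.38) and nearest to Cd209c (log2 -1.55) and Cd209f (log2 0.73) to the right. The next longest run, of 7 peaks, lay at Ebf1 on chromosome 11. This region was singled out after its values were seen, and the values of Clec4g and its neighbours are read with it.

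**Figure D5:**
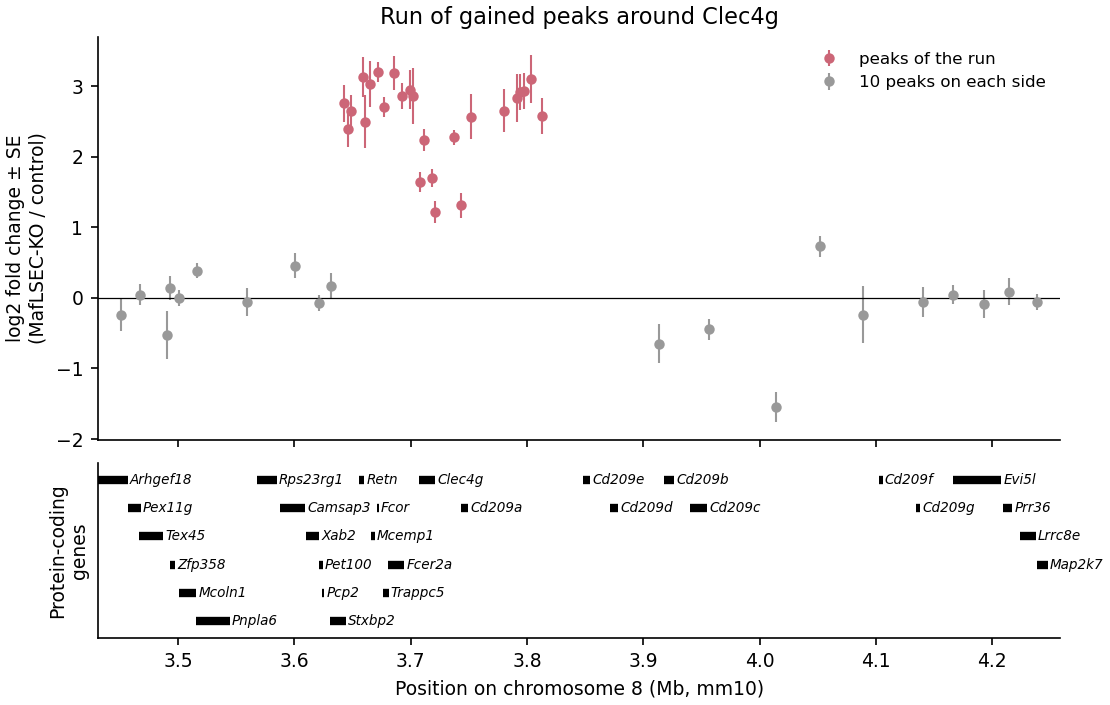
Log2 fold change (MafLSEC-KO over control, n = 4 each) of the 25 peaks of the run around Clec4g (red) and of 10 peaks on each side (grey), with bars of 1 SE, against position on chromosome 8 in megabases. The lower panel gives the protein-coding genes to scale. The 25 peaks lie between 1.22 and 3.21, and the flanking medians are 0.02 and -0.07.

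The authors' deposited table gives 5295 peaks higher and 3271 lower at an adjusted p under 0.05 with DESeq2. Of the peaks called here, 8221 (91.4%) were called in the same direction in the authors' deposited table, 769 were called here only, 345 there only and 0 in opposite directions. The sign of the fold change was shared at 98.0% of tested peaks. Both come from the same counts, so this compares tests and not experiments.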

Values the study reported

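The study reported over 10,000 differentially accessible regions in LSECs from MafLSEC-KO mice. Of these, 6,454 had increased and 4,713 had decreased accessibility. It also reported 293 genes that were less bound by c-Maf in the knockout cells, of which 144 were among the genes down-regulated in RNA-seq and 44 among those up-regulated. From footprints in the same ATAC-seq libraries, the study reported lower activity of MAF factors and CTCF and higher activity of FOS and JUN in the knockout. The threshold behind the counts of accessible regions is not stated in the text, so they are not compared with other counts.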

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

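The tests of explanations and the counts over other splits of the libraries were all chosen after the results were seen, while the search for libraries far from the rest of their group was planned. It covered 230 groups of 4 values, and 12 held 1 library far from the other 3, where chance gives about 1 in 20 groups, or 11.5. The number given for each is the gap to the nearest library as a share of the group's range.

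Control replicate 1 lay apart in the sum over the run around Clec4g (377 CPM against 326 to 333, share 0.858), the Caap1 peak (27.8 against 39.3 to 40.8 CPM, 0.884) and Rrm2 (4.43 against 3.07 to 3.30 CPM, 0.83). Control replicate 3 lay apart at the Clec4g peak (10.3 against 15.1 to 15.3 CPM, 0.955) and Aplnr (120 against 99.5 to 103 CPM, 0.838). Control replicate 4 lay apart at Col4a1 (204 against 139 to 150 CPM, 0.83) and in the mean of the homeostatic angiocrine list (log2 CPM 6.81 against 6.59 to 6.60, 0.949). MafLSEC-KO replicate 2 lay apart at the Cd209a peak (263 against 284 to 287 CPM, 0.881), Smad7 (191 against 179 to 181 CPM, 0.864) and Bcl11b (18.9 against 14.6 to 15.3 CPM, 0.844). MafLSEC-KO replicate 4 lay apart at Lyve1 (53.2 against 38.2 to 40.1 CPM, 0.871) and in the mean of the sinusoidal endothelium list (log2 CPM 6.89 against 6.73 to 6.74, 0.925).

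The run around Clec4g is the pattern most in need of a second look. Reads shared between the lectin genes are argued against as the whole cause by the 14 peaks of the run that lay outside those genes and rose no less than the others (median log2 2.80 against 2.28). Extra copies of the region carried by the Clec4g driver transgene, present in MafLSEC-KO mice alone, are a candidate explanation, because the longest run in the genome, with 25 peaks where the next had 7, held the driver's own gene. Extra copies and a change of chromatin cannot be told apart by these counts, since the transgene and the knockout go together in every library, and since the fold changes in the run (SD 0.56, median SE 0.25) varied 1.32 times as much as those of all gained peaks (SD 0.43), where copies as open as the original would give 1 fold change. Sequencing of DNA that was not selected for accessibility would separate the 2, and leaving the run out left 5012 gained and 3880 lost peaks.

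The gained and lost peaks as a whole were weighed next. With libraries as the units, chance is argued against for the number of called peaks, since the real grouping gave 8990 and the highest of the other splits 0. So 1 of 35 splits gave as many, the smallest share that 4 against 4 libraries can give. The other splits mix both groups, which lowers their calls. Chance differences between animals or pools that libraries may share are not excluded. Depth is argued against as the whole cause, because with the log2 total as a covariate 97.8% of lost and 99.8% of gained peaks were still called. The total differed little between the groups beside its spread, however, so the covariate had little room to remove calls. Background itself was not a covariate. The mean CPM of uncalled peaks in LINE repeats was 5.31 to 7.58 in control libraries and 5.28 to 6.03 in MafLSEC-KO libraries, so a part of background stays open. A lower share of sinusoidal cells in the MafLSEC-KO libraries would raise markers of other cell types, if the mix of those cells stayed the same. Of such markers 5 fell (C1qa, Col1a2, Elf3, Itga9 and Sema3d) and 4 rose (Bcl11b, Cftr, Ebf1 and Mmrn1). Itga9 and Sema3d held 331 and 173 CPM in controls, against 344 CPM at Stab2, so they may be open in sinusoidal cells. C1qa and Elf3 held only 6.49 and 10.4 CPM. These markers therefore cannot decide, and a difference in purity, or more cells of a type whose markers rose, stays open. The libraries compare MafLSEC-KO with control mice, and every control lacked the Cre transgene. That the other gained and lost peaks follow from loss of Maf in these cells therefore stays a hypothesis. It cannot be told apart from other effects of the transgene.

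For gene sums, chance is argued against in the same sense and with the same limits, for libraries and not for animals or pools. The real grouping gave 1720 genes and the highest of the others 10, so that 1 of 35 splits gave as many. For the number of lists past the threshold, chance cannot be excluded, since the real grouping gave 6 and the highest of the others also 6, and 3 of 35 splits gave as many.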

How the results depend on the processing

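Most alternatives were planned, and those with the log2 total, the RPKM totals, the run around Clec4g, control replicates 1 and 3 or promoter peaks left out were chosen after seeing the data. Gained peaks (5229) ranged from 3349 to 5702 and lost peaks (3761) from 2487 to 4725 with 1 library left out, genes higher (1002) from 502 to 1471 and genes lower (718) from 401 to 1356. An adjusted p under 0.01 left 2860, 1946, 436 and 329, and a log2 fold change of at least 1 left 2385, 1580, 239 and 121, by construction. With the log2 total as a covariate the counts were 8573, 6589, 2312 and 1975, and without control replicates 1 and 3 genes numbered 1626 and 1290. The cause was not tested. The replicate block gave 8264, 6258, 2158 and 1917, and calls to Maf, Igfbp5, Cxcl12, Mmp15, Wnt9b, Bmp2, Col4a1, Podxl and Enpp6. Whether the numbers pair the libraries stays unclear: deviations of same-numbered libraries correlated at 0.191, 0.0967, 0.257 and 0.442, 3 of them above the limit of 0.1 set for all 4, and 6 of 8 libraries correlated best with their own number, all but control replicate 1 and MafLSEC-KO replicate 2. The other scalings, filters and tools kept these 4 counts within 1.5 times, and gained peaks made up 53.8% to 60.2% of calls under every setting run. The 20 named peaks, the Maf promoter peak among them, and the promoter odds ratios kept direction and call under every setting run for them. For the peaks this follows largely from their choice by smallest p in these same libraries. Of the 46 named gene sums past the threshold 27 kept their call without each library in turn, and 10 under every setting including the stricter thresholds. Of the 17 not past it, 9 gained a call under at least 1 setting, Maf under 9 of 23 and Wnt9b under 7. With an estimated correlation 0 of the 26 lists passed and with fry, which tests a list against no change and not against other genes, 10 passed. Without stratification 28 motif tests passed. The motif results that changed side did not pass with stratification, namely AP-1 in lost peaks (1.14), ETS in lost peaks (0.685), RUNX (1.15), FOX (1.17) and PU.1 (1.13) in gained peaks without stratification, and PU.1 in gained peaks with the covariate (1.19). In 24 further cases a sign changed where neither fit made a call. In the simulation with 200 changed peaks, 49.3% of 2-fold changes were recovered, a share that need not hold where more peaks change.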

Other observations

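The tests of explanations in this part and the search for runs of peaks were chosen after the results were seen. Gained peaks clustered at a few genes not on the lists. After the run at Ebf1 (7 peaks, median log2 1.46), 8 runs of 5 consecutive gained peaks followed. They lay at Nav3, a neuron navigator gene on chromosome 10 (median log2 1.90), Clic5, a chloride intracellular channel gene on chromosome 17 (1.75), Prn and Prnd on chromosome 2 (1.64), Lyplal1 on chromosome 1 (1.6), Lmo7 on chromosome 14 (1.56), Frrs1 on chromosome 3 (1.38), the proprotein convertase gene Pcsk5 on chromosome 19 (1.24) and Rnf152 on chromosome 1 (1.23). A run here means consecutive listed peaks past the threshold with a log2 fold change beyond 1. The longest runs of lost peaks held 5 peaks each, at Stab2 on chromosome 10 (median log2 -1.31) and at N6amt1 (-1.45) and Atp5o (-1.37) on chromosome 16. A run of 3 lost peaks lay at Fcgr2b on chromosome 1 (-1.60).

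Peaks of 1 gene did not always move together. Both a gained and a lost peak were annotated to 607 genes. Of the named genes, Hgf, lower as a sum, had 3 lost peaks and 1 gained intergenic peak on chromosome 5 (log2 1.1, SE 0.192). Esm1 had 2 lost peaks while its promoter peak rose (log2 0.81, SE 0.190), and Cdh13 had 2 gained and 1 lost peak, that in intron 3 (log2 -0.88, SE 0.138).

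Peaks with a MAF half-site were more often lost, and peaks with an AP-1 site more often gained. Of 5569 peaks with a MAF half-site and no AP-1 site, 15.3% were lost and 6.54% gained. Of 7552 peaks with an AP-1 site and no MAF half-site, 5.42% were lost and 19.8% gained. The 1512 peaks with both lay between, at 11.3% lost and 14.2% gained, and the 43635 with neither had 5.33% lost and 7.23% gained.

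The AP-1 sites in gained peaks were weighed against technical explanations. GC content and width of the peaks are argued against as the whole cause by an odds ratio of 2.61 after stratification on both. Depth is argued against as the whole cause by an odds ratio of 2.31 with the log2 total as a covariate. The total differed little between the groups, however, so the covariate had little room to lower it. Background was not itself a covariate and stays open. Opening of FOS and JUN genes while cells were isolated, which may differ between groups, cannot be told apart from an effect of genotype, because these genes have open peaks in every library and their list did not pass (camera adjusted p = 0.408). Higher occupancy of AP-1 sites once c-Maf is missing stays open as a hypothesis that these counts did not test, and which chromatin immunoprecipitation of FOS and JUN in both groups would decide.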
